A study of Mus musculus with 4 samples. Its data were reported in "Dermal TRPV1 innervations engage a macrophage and fibroblast containing pathway to activate hair growth in mice" (2024).

How the data were processed

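CD45+ cells were sorted from back skin of TRPV1hM3Dq mice, in which a designer receptor lets the drug CNO excite TRPV1-lineage sensory neurons, and of control mice without the receptor. By the labels, skin was taken 3.5 hours after 1 intradermal treatment with CNO, given as 150 µl at 1.3 µg per ml over about 6 points, in mice 7 weeks old. Each group was captured on 1 lane of a droplet chip as 1 pooled library of RNA with its library of hashtag antibodies, and the hashtags mark 2 mice per group. The extraction protocol in the labels gives another number of mice per group, but each matrix carries hashtag counts for 2 mice. Because each group ran on 1 lane and differed in genotype, the lane, the pooled handling and the strain background cannot be told apart from TRPV1 activation in any comparison.

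Per the labels, the authors aligned the reads to mm10 with Cell Ranger 7.0.0, counted spliced reads, and continued in Scanpy 1.8.2 as well as Seurat 4.0.4. The deposited matrices held counts: whole numbers of unique molecular identifiers (UMIs) per gene and per hashtag for each barcode, with no normalization. The other deposited files held feature names, barcodes and the key from hashtag to mouse, and no measurement. The cell filter of the study had not been applied to the matrices, which held 7243 control and 8235 TRPV1 activated barcodes. The authors' cell annotation and the fibroblast dataset of the study were not analysed here.

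The study's stated filter was applied, keeping barcodes with 200 to 4000 genes and at most 5% mitochondrial UMIs. It left 3421 control cells (47.2% of barcodes) and 4461 TRPV1 activated cells (54.2%). Most of the loss came from the mitochondrial limit, which 50.0% of control and 43.7% of TRPV1 activated barcodes exceeded, with median totals of 899 and 994 UMIs in those barcodes. Median depth of the cells kept was 8943 UMIs in control and 8148 in TRPV1 activated.

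Cells were assigned to mice by a mixture of 2 normal curves fitted to the log10 UMIs of each hashtag, and cells above both cutoffs were left out as doublets. This rule was chosen after the hashtag counts had been seen, because HTODemux in Seurat 5.3.0 with standard settings, the method of the study, left 1569 of the TRPV1 activated cells without a mouse. HTODemux was kept as an alternative. Which mouse of a group is replicate 1 or 2 follows the deposited key, but the code of 1 hashtag antibody differs between the key and the labels, and the series text numbers the mice in another way. The group of each mouse follows its library and does not depend on this. The mixture gave 1635 and 1459 cells for control replicates 1 and 2, and 2831 and 1330 cells for TRPV1 replicates 1 and 2. Doublets made up 6.90% of control and 5.20% of TRPV1 activated cells, and Scrublet called 1.08% and 0.986%. Of the hashtag doublets Scrublet called only 8.90% in control and 7.76% in TRPV1 activated cells. Removal of its calls is therefore a weak check on doublets within a mouse.

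Counts were scaled to 10000 per cell and log transformed, 2000 variable genes were scaled within each library, and 30 principal components with 20 neighbours entered Leiden clustering (leidenalg 0.10.2, resolution 0.8) in Scanpy 1.11.5. Of the 22 clusters, those with clear markers were called by name with the ending -like: macrophage-like, Langerhans-like, cDC1-like, epidermal γδ T-like, αβ T-like, Treg-like, NK-like and neutrophil-like. Clusters 1, 7 and 9 scored highest for markers of type 2 conventional dendritic cells (cDC2), but monocyte, mature dendritic cell or plasmacytoid markers outnumbered these among their 10 leading genes, so they were compared by number. Clusters 10, 14, 18 and 19 stayed unnamed. Cluster 16, keratinocyte-like, and cluster 20, fibroblast-like, were left out as non-immune. The assignment of clusters to classes was made after clustering, from markers fixed in advance. Under other clusterings each cluster took the class that most of its shared cells held.

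UMIs were summed per mouse and class where every mouse had at least 10 cells, which gave 10 classes. Sums were compared between groups with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, quasi-likelihood F test, two-sided), with Benjamini-Hochberg adjustment within a class and a threshold of 0.05. Errors of log2 fold changes are standard errors, CPM values (UMIs scaled to a common library size after TMM) are means of 2 mice with their SD, and each group held n = 2 mice throughout. Gene lists were tested with camera (preset correlation 0.01, and again with an estimated correlation) and fry in limma 3.58.1, adjusted over the lists of a class. Differences between classes were tested as class by group terms in a single edgeR model over both classes, with a term for each mouse. Shares of classes were computed over immune cells, with exact Clopper-Pearson intervals of 95% that cover counting error only. They were not tested.

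On counts simulated at the depth of these classes the test recovered 4.76% of 1.5-fold, 31.8% of 2-fold and 87.1% of 4-fold changes in macrophage-like cells. In αβ T-like cells it recovered 33.3%, 75% and 91.4%, and in NK-like cells 1.47%, 9.38% and 79.2%.

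The tests, the cell type markers, the 18 gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. Genes were named if their adjusted p was below 0.05 and both mice of a group lay on one side of both mice of the other: the 15 largest changes in each direction in macrophage-like cells and the 5 largest in every other class. Mitochondrial, ribosomal and unnamed gene models, antigen receptor genes and sex-linked markers were passed over, and a few genes that the rule names are not reported here. The ligands listed by the study, Mertk, Fcgr1, Axl, Calcrl and Ramp1 were named in macrophage-like cells in any case, with 2 to 4 members of each list. Gene positions are from GENCODE vM21 on mm10. Where a group held no UMI of a gene, the fold is a bound computed at 3 UMIs summed over that group. Where a group held 1 to 3 UMIs, the ratio of summed CPM is given with its exact counting interval.

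The alternatives fixed in advance were a looser cell filter (up to 10% mitochondrial UMIs, no upper limit on genes), scaling over both libraries together, resolutions 0.4 and 1.6, removal of Scrublet calls, DESeq2 1.42.0, limma-voom, no filter on low counts, cells thinned to 2000 UMIs, and leaving out each mouse. Those added after seeing the data were HTODemux, clustering without the 1869 genes called in any class, leaving out each mouse for the shares and ligands, and removal of 1 cell rich in immunoglobulin transcripts.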

Results

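Gene expression of CD45+ skin cells was measured by droplet sequencing of 3′ ends in 2 control mice and 2 TRPV1 activated mice, each group as 1 pooled library. The control library held 47557077 UMIs and the TRPV1 activated library 54310746. After filtering and assignment to mice, control replicates 1 and 2 held 16843491 and 14565462 UMIs, and TRPV1 replicates 1 and 2 held 25132376 and 12983474. By the labels the mice of both groups received CNO 3.5 hours before the skin was taken. The study calls the control skin naïve where it gives results and treated with CNO where it gives methods.

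The first question was how the make-up of skin immune cells differed between the groups at this early time. T and NK classes made up 51.2% ± 3.54 (SD, n = 2) of immune cells in control mice and 69.1% ± 1.08 in TRPV1 activated mice, and the 6 myeloid classes together made up 43.1% ± 3.82 and 22.6% ± 1.45. Epidermal γδ T-like cells, the resident T cells of mouse epidermis, were 25.7% ± 1.45 in control and 37.0% ± 2.67 in TRPV1 activated mice. Macrophage-like cells were 7.86% ± 0.421 and 4.54% ± 0.489, which is 0.578 of the control share, and cluster 1, a group of cells with monocyte and cDC2 genes, was 16.7% ± 1.01 and 7.44% ± 1.47. In these classes both TRPV1 activated mice lay beyond both control mice, and so they did in clusters 7 and 9, cDC1-like, αβ T-like, Treg-like and NK-like cells, whereas Langerhans-like cells overlapped.

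Within the myeloid classes the make-up differed less. Macrophage-like cells were 18.2% ± 0.639 of myeloid cells in control and 20.3% ± 3.47 in TRPV1 activated mice, and the ratio of the groups lay between 0.848 for cluster 1 and 1.26 for Langerhans-like cells. Per library, macrophage-like cells were 238 of 3024 immune cells in control (95% interval 6.94% to 8.89%) and 191 of 4092 in TRPV1 activated mice (4.04% to 5.36%). No test was made, and the part that sorting and digestion have in these shares was not measured. The study's filter left out 92 of the 350 control (26.3%) and 58 of the 240 TRPV1 activated macrophage-like cells (24.2%) that the looser filter kept, and with the looser filter the ratio of shares was 0.522 in place of 0.578. The genes that define several clusters differed between the groups. With called genes kept out of the clustering the log2 ratio of the macrophage-like share was −0.96 in place of −0.79, and with HTODemux assignment the ratios of αβ T-like and NK-like shares turned to −0.34 and −0.42 from 0.30 and 0.20. With HTODemux the TRPV1 activated shares of these classes were 17.3% ± 14.2 and 0.847% ± 0.873. In both classes the mice of the groups then overlapped. The unnamed clusters together were 5.44% ± 0.356 and 8.23% ± 0.305.

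**Figure D1:**
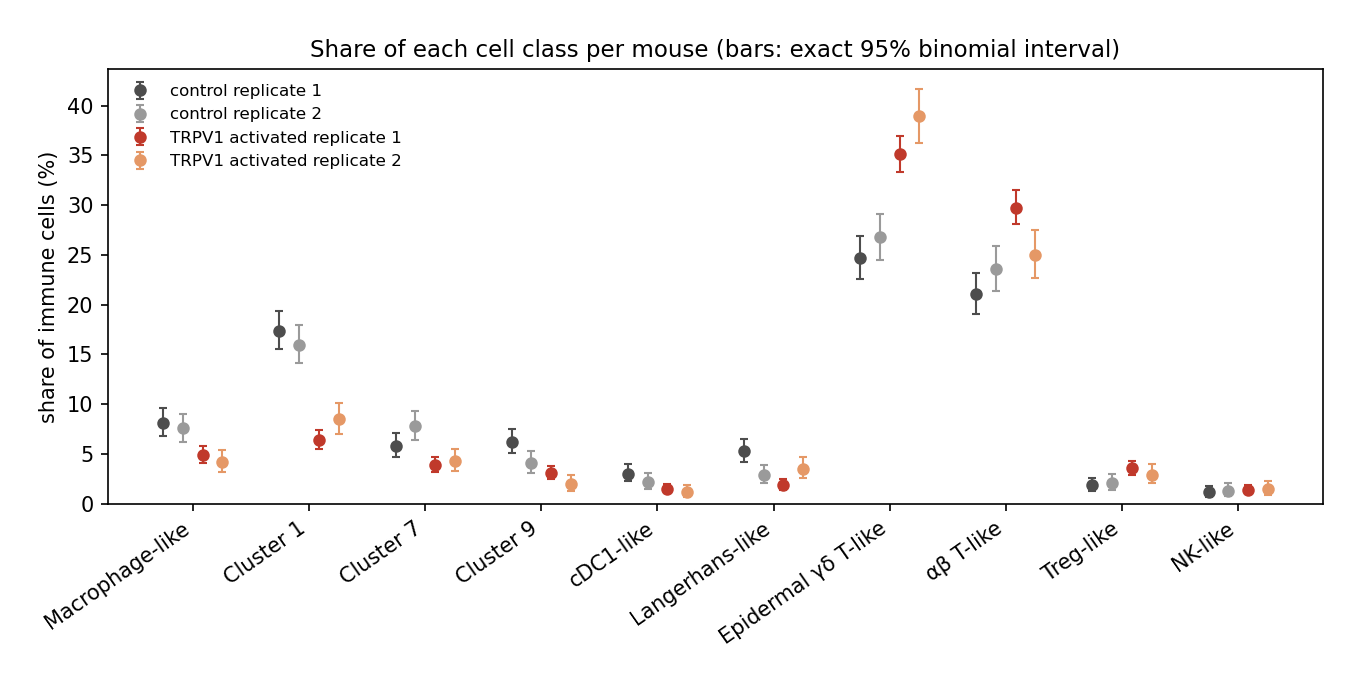
Share of immune cells (%) on the vertical axis for each cell class, with 1 point per mouse and bars for the exact 95% binomial interval, which covers counting error only. Epidermal γδ T-like cells were 24.7% and 26.8% in the control mice and 35.2% and 38.9% in the TRPV1 activated mice, and macrophage-like cells were 8.15% and 7.56% against 4.89% and 4.20%.

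The next comparison asked which genes of macrophage-like cells differed after TRPV1 activation, the class in which the study reported a signature of apoptosis genes that it did not see in cDC2. Hspb1, a small heat shock protein (ENSMUSG00000004951, chromosome 5, 135887919 to 135889563), rose from 10.7 ± 5.72 to 354 ± 372 CPM, a log2 fold change of 5.11 ± 0.78 (SE; adjusted p = 0.0245), with 617 and 91.2 CPM in the TRPV1 activated mice. The chaperones Hsph1 and Hspa1b rose 3.87-fold and 3.52-fold, the metal-binding protein Mt1 by 1.58 on the log2 scale, and the endoplasmic reticulum chaperone Hspa5 from 679 to 1687 CPM. Pparg, a nuclear receptor for fatty acids (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399), fell from 482 ± 56.9 to 181 ± 20.5 CPM, and the scavenger receptor Cd36 (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801) from 1247 ± 152 to 593 ± 85.1 CPM, with adjusted p = 0.0109 and 0.0248. Both genes are long, and in this class the longest genes were lower than the shortest, by 0.206 on the log2 scale. Whether the 2 falls go beyond that trend was not tested. Among the chemokine genes Ccl7, which attracts monocytes, fell from 4200.2 ± 542 to 2314 ± 108 CPM.

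Further genes that rose were Prxl2a (ENSMUSG00000021792, chromosome 14, 40993740 to 41013788), with 3 UMIs in control and 174 in TRPV1 activated mice, a CPM ratio of 72.1 with a counting interval of 24.3 to 353, and P2rx7, a channel gated by extracellular ATP, 4.54-fold to 192 CPM (adjusted p = 0.00271). Gramd1c rose by 3.72, Scin by 3.29, Ppp1r1c by 2.93, Glis3 by 2.64, Rnase2a by 2.59, the zinc transporter Slc39a12 by 2.41, the unnamed locus AC142100.1 by 2.22, Zbtb16 by 1.82 and the phosphodiesterase Pde4d by 1.56 on the log2 scale. Ifit3b had 45 UMIs in control and 1 in TRPV1 activated mice, a ratio of 36.2 with a counting interval of 6.17 to 1461. Edn1, which encodes endothelin, fell by 3.40 on the log2 scale, Arhgap6 by 1.52, the phosphatase Ptpn22 by 1.38, Nrp1 by 1.18, Dock2 by 1.10, Slc9a9 by 1.06, Myadm by 1.05 and Psd3 by 0.97. Arhgap6, Nrp1, Dock2, Slc9a9 and Psd3 are long genes too. In all, edgeR called 34 of 7381 genes, 21 higher and 13 lower, DESeq2 called 46 and limma-voom 17. The count was 120 without control replicate 2, 187 without TRPV1 replicate 1 and 203 without TRPV1 replicate 2, and 18 with called genes kept out of the clustering.

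The ligands through which the study linked macrophages to fibroblasts were compared next. Apart from Ccl7 (log2 fold change −0.86 ± 0.14, adjusted p = 0.0327, lower in 2 of 2 mice) none of the 10 passed the test in macrophage-like cells. Ccl2 was 3808 ± 1051 CPM in control and 2370.0 ± 428 in TRPV1 activated mice (log2 fold change −0.68, adjusted p = 0.209), and Gdf15 was 772 ± 132 and 1204 ± 259 (0.64, adjusted p = 0.222). Gas6 and Pros1, ligands of the receptors Axl and Mertk, were 126 ± 11.1 against 126 ± 17.03 CPM and 146 ± 2.49 against 155 ± 40.6. The log2 fold changes of the others were 0.37 for Nampt, 0.36 for Hbegf, −0.14 for the ectonucleotidase Entpd1, −0.09 for Cxcl2 and −0.07 for Osm. Adjusted over the list alone, 1 ligand was higher and 2 were lower, and since the study chose this list on these samples the count is not independent evidence. The receptors were not called either: Mertk had a log2 fold change of 0.35, Fcgr1 of −0.36, Axl of 0.02, and the parts of the receptor for the neuropeptide CGRP, Calcrl and Ramp1, of −0.04 and 0.22.

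**Figure D2:**
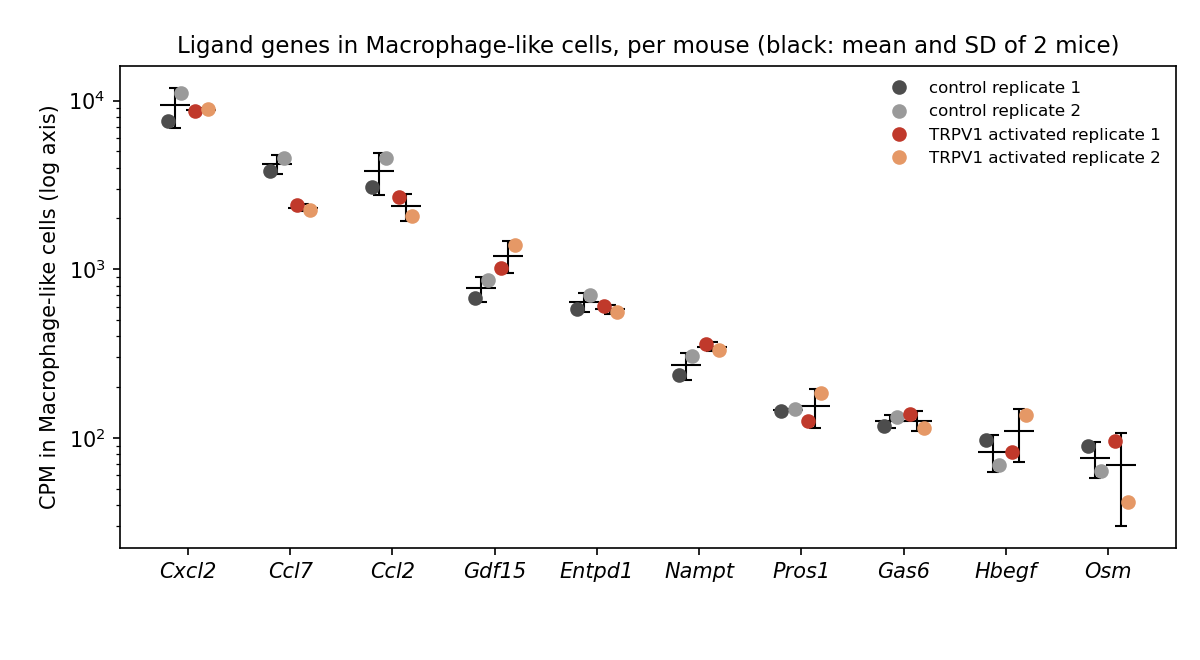
Level of the 10 ligand genes in macrophage-like cells in CPM on a log axis, with 1 point per mouse, a black bar for the mean of 2 mice and whiskers for their SD. Ccl7 was 3817 and 4584 CPM in the control mice and 2391 and 2238 in the TRPV1 activated mice, and 6 of the other 9 ligands overlapped between the groups.

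Gene lists were then compared in macrophage-like cells. All 12 measured members of the heat shock list had positive log2 fold changes, with a median of 1.38, and 3 of them, Hspb1, Hsph1 and Hspa1b, rose (camera adjusted p = 7.2e-18, fry adjusted p = 0.36; adjusted p = 0.459 with an estimated correlation). The TRPV1 activated mice stood apart: the list summed to 165 and 80.5 UMIs per cell in replicates 1 and 2, against 55.7 and 62.1 in the control mice, and Hspa1b was 3718 and 1555 CPM. Hspe1 and Hspd1 had log2 fold changes of 2.08 and 2.03 and did not pass on their own. The unfolded protein response list was higher (9 of 9 positive, median 0.40, camera adjusted p = 3.6e-06, fry adjusted p = 0.2465; adjusted p = 0.459 with an estimated correlation), with a rise of Hspa5 and values of 1.46 for Herpud1 and 0.73 for Xbp1. The glucocorticoid response list was higher (8 of 10 positive, median 0.80, camera adjusted p = 0.000166, fry adjusted p = 0.0475; adjusted p = 0.459 with an estimated correlation), with a rise of the transcription factor Zbtb16 and values of 2.12 for Ddit4, 1.33 for Fkbp5 and 1.17 for Il1r2. Cells thinned to 2000 UMIs gave adjusted p = 0.232 for that list, and the other alternatives gave values down to 2.37e-05.

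Lower were the interferon response list (2 of 13 positive, median −0.31, adjusted p = 0.0042; adjusted p = 0.629 with an estimated correlation), with none of its members called and values of −1.45 for Ifit2 and −0.87 for Ifit1, the immediate early list (5 of 21 positive, median −0.26, adjusted p = 0.027; adjusted p = 0.459 with an estimated correlation), with −1.01 for Fosb and −0.87 for Egr3, and the apoptotic cell clearance list (4 of 12 positive, median −0.35, adjusted p = 0.0208; adjusted p = 0.569 with an estimated correlation), with a fall of Cd36 and −0.66 for Elmo1. Over the alternatives, each mouse left out included, the interferon value ran from 2.91e-08 to 0.96, and the call was lost with the looser cell filter (adjusted p = 0.96), at resolution 1.6 (0.616), with Scrublet calls left out (0.717), with thinned cells (0.0625) and without control replicate 2 (0.461). Over the alternatives the immediate early value ran from 0.00113 to 0.308 and the clearance value from 0.000308 to 0.188. The immediate early call was lost without control replicate 1 (0.0755), control replicate 2 (0.061) or TRPV1 replicate 1 (0.304), and it and the clearance call were lost with called genes kept out of the clustering (0.155 and 0.0733). By fry the adjusted p was 0.415 for the interferon, 0.2465 for the immediate early and 0.36 for the clearance list. Cd36 and Elmo1 are long genes, and the lower level of long genes was not allowed for in the test of the clearance list.

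Genes that promote apoptosis were not called as a list in macrophage-like cells. The signature in the study came from an Enrichr pathway analysis of genes found with Seurat, so both list and method differ from those used here. Its account of macrophage apoptosis also rests on TUNEL and Annexin V staining. Of 17 measured, 12 had positive log2 fold changes, with a median of 0.44 and a mean of 0.23, none passed the test, and camera gave adjusted p = 0.0656 (adjusted p = 0.629 with an estimated correlation). The values were −1.46 for Gadd45a, 1.04 for the mitochondrial factor Diablo and 0.86 for Bid. The list passed the threshold with HTODemux assignment (adjusted p = 0.0226) and with Scrublet calls left out (0.0487), in a range of 0.0226 to 0.925 over the alternatives. Genes that oppose apoptosis had a median of 0.01 (adjusted p = 0.48), with 1.17 for Bcl2l1 and 0.40 for Ier3.

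The remaining lists were not called by camera in macrophage-like cells. The chemokine list had a median of −0.11 (adjusted p = 0.0662), with a fall of Ccl7 and 0.45 for Cxcl16, and passed the threshold with HTODemux assignment (adjusted p = 0.00321), with no filter on low counts (0.00388) and without control replicate 1 (2.3e-05) or TRPV1 replicate 1 (0.00212), but not without the other mice (0.901 and 0.33). The glycolysis and hypoxia list had a median of 0.31 (adjusted p = 0.0662, fry adjusted p = 0.0475), with 0.74 for Bnip3 and 0.51 for Ndrg1. The list for NF-kB and TNF had a median of −0.14 (adjusted p = 0.484, and 0.0448 with called genes kept out of the clustering), with 0.89 for Sod2 and −0.50 for Tnf. The cAMP-CREB target list had a median of −0.06 and a mean of 0.06 (adjusted p = 0.963), with 2.11 for Thbs1, a rise of Pde4d and −1.36 for the growth factor Areg. Resident macrophage identity had a median of −0.06 and a positive test direction (adjusted p = 0.963), with 0.73 for Maf and −0.51 for Cbr2. Neuropeptide receptors and Gs signalling had a median of 0.10 (adjusted p = 0.635), with 1.13 for Ramp3 and −0.72 for Adcy7. Antigen presentation had a median of −0.09 and a positive test direction (adjusted p = 0.963), with 1.68 for Ccr7 and −0.32 for Cd86, skin growth factors had a median of −0.07 (adjusted p = 0.48), with −0.42 for Il1rn and 0.57 for Pdgfa, and the ligand list itself had a median of −0.02 (adjusted p = 0.635).

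The study named macrophages as the main source of these ligands among immune cells, and the level of each ligand was therefore compared across classes. In both groups 10 of 10 ligands had their highest mean CPM in macrophage-like cells, but the study drew this list from its macrophages in these samples, so the count is not independent evidence. The margin was widest for Ccl7, at 67.0 times the next class in control and 46.5 times in TRPV1 activated mice, for Gas6, at 27.3 and 39.7 times, and for Ccl2, at 19.4 and 13.2 times. It was narrow for Entpd1, at 2.05 times the level of cluster 1 in control and level with it (575 against 573 CPM) in TRPV1 activated mice, for Osm, at 1.33 and 1.09 times, and for Nampt, at 1.14 and 1.58 times. Only 1 of 2 mice had its highest level in macrophage-like cells for Entpd1 and Osm in the TRPV1 activated group and for Nampt in the control group. Without either TRPV1 activated mouse the count in that group was 9. Other clusterings and filters gave 8 to 10 of 10. No test was made.

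Heat shock genes were then compared across the other classes. The list was higher in 9 of the 10 classes, the exception being cluster 9 (median −0.08, adjusted p = 0.558). The median log2 fold change was 2.17 in αβ T-like cells, with 11 of 12 members called, 2.21 in Langerhans-like, 2.38 in Treg-like, 3.06 in NK-like, 1.48 in cluster 7, 1.31 in cluster 1, 1.05 in epidermal γδ T-like and 1.02 in cDC1-like cells. The camera adjusted p lay between 9.1e-73 in αβ T-like and 3.2e-11 in cDC1-like cells, and with an estimated correlation between 0.244 in αβ T-like and 0.597 in Treg-like cells. By fry it lay between 0.045 in epidermal γδ T-like, the only class to pass, and 0.424 in cDC1-like cells, with 0.4205 in NK-like cells. Hspa1a rose from 37.5 to 467 CPM in αβ T-like cells and Hspd1 from 36.5 to 483 CPM in cluster 7. The unfolded protein response list was higher in 8 of the 10 classes by camera, with adjusted p = 0.244 to 0.597 with an estimated correlation, and fry passed it in 3 of these. In αβ T-like cells 8 of its 10 members rose (camera adjusted p = 6.8e-12, fry adjusted p = 0.0254; adjusted p = 0.244 with an estimated correlation), among them Hspa5 from 513 to 1087 CPM and Herpud1 by 1.27 on the log2 scale.

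**Figure D3:**
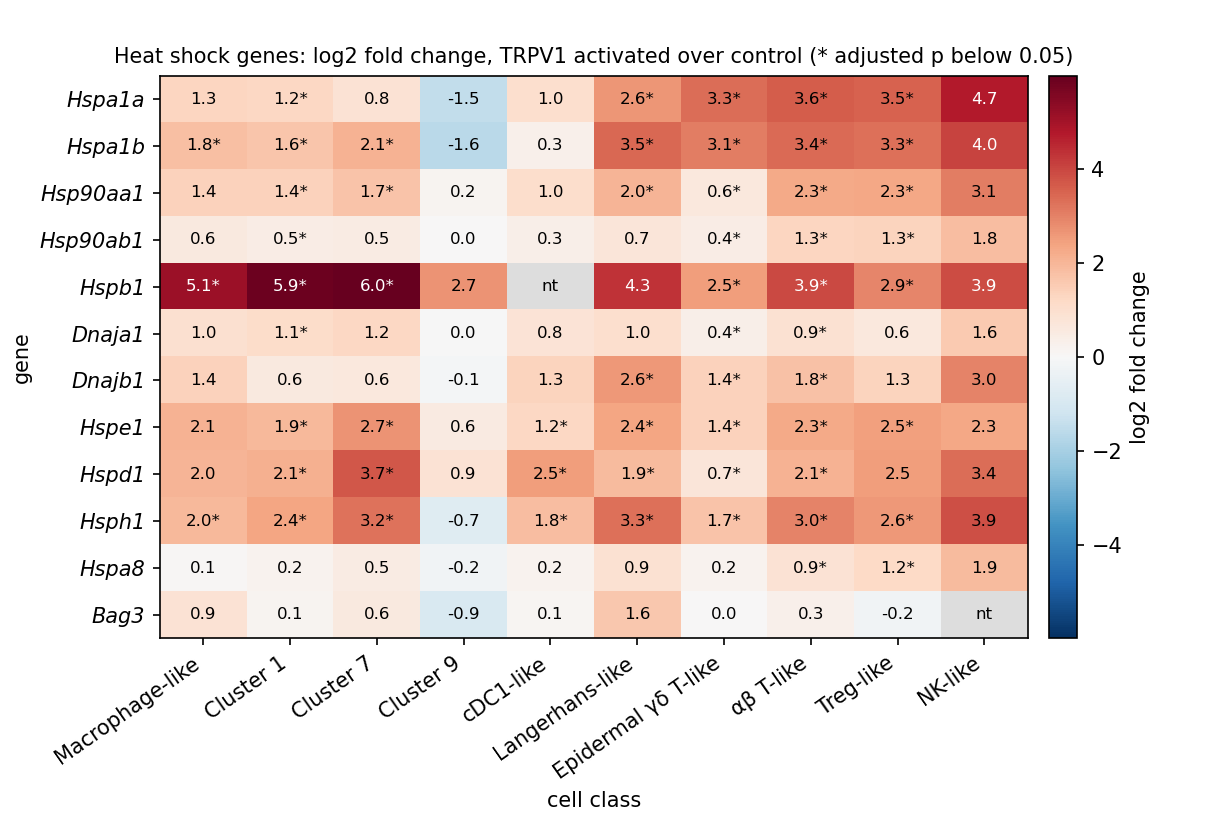
Log2 fold change of each of the 12 heat shock genes (rows) in each of the 10 classes (columns), TRPV1 activated over control, as colour and number, with an asterisk where the edgeR adjusted p passed the threshold and nt where the gene was not tested. Hspb1 reached 5.11 in macrophage-like cells and 5.99 in cluster 7, while cluster 9 held values from −1.61 to 2.67.

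In cluster 9, whose leading genes include Apod, Timd4 and Tcf4, the immediate early genes were lower, as they were in 4 other classes. Of 19 measured, 18 had negative log2 fold changes and 9 fell, with a median of −0.92 (camera adjusted p = 4.7e-16, fry adjusted p = 0.0326; camera adjusted p = 0.197 with an estimated correlation). By fry alone the NF-kB and TNF list (0.0326) and the unfolded protein response (0.0455) passed. Nr4a1 fell from 302 to 64.4 CPM and Fosb from 215 to 45.2. Fat3, a cadherin, fell from 204 ± 22.3 to 10.8 ± 8.55 CPM, Bambi by 3.32 on the log2 scale, Dclk1 was 14.6 times lower (counting interval 3.74 to 126) and Slc38a6 13.1 times lower (4.20 to 66.1). Arhgap27, with no UMI in TRPV1 activated mice, was at least 8.86-fold lower, and the receptor Bmpr1b, with no UMI in control mice, at least 8.36-fold higher. Gda rose by 3.89 and Ppp1r1c by 3.79 on the log2 scale, Rnf217 was 17.1 times higher (5.51 to 86.0) and Prxl2a 102 times (27.9 to 850). Fat3 and Dclk1, which fell, are long genes, as are Bmpr1b, Ppp1r1c and Rnf217, which rose. Here the longest genes were lower than the shortest, by 0.634 on the log2 scale. Whether the falls of Fat3 and Dclk1 go beyond that trend was not tested. In this cluster edgeR called 355 of 6774 genes, 170 higher and 185 lower, DESeq2 called 332, edgeR called 535 without TRPV1 replicate 1 and 562 without TRPV1 replicate 2, and with HTODemux assignment edgeR called 0 (690 at an unadjusted p under 0.05). Its cells were deeper in TRPV1 activated mice, with medians of 17638 and 19172.5 UMIs against 12825 and 12340.

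In cluster 1 markers of resident macrophages were lower. Of 11 measured, 10 had negative values, with a median of −0.56 (camera adjusted p = 7.2e-09; adjusted p = 0.298 with an estimated correlation), and 2 fell: the platelet factor Pf4 from 26.5 to 3.14 CPM and the complement gene C1qc from 71.2 to 28.5. These transcripts are typical of macrophage-like cells, in which Pf4 was 1306 and 1110 CPM. Retnla fell from 812 ± 108 to 180.3 ± 121 CPM, the chemokine Ccl24 from 19.5 to 4.31, Agmo by 2.56 and Rtn1 by 1.85 on the log2 scale. Hspb1 rose from 6.27 to 358 CPM, Exoc3l2 by 5.83 ± 0.91 on the log2 scale, Prxl2a from 2.89 to 85.7 CPM, Cd3g, a T cell receptor component, from 3.02 to 26.3, and Ift81 was 19.2 times higher (counting interval 6.06 to 97.7). Epidermal γδ T cell markers in cluster 1 had a median log2 fold change of 1.20, with 1 of 7 called. Lower as a list were the chemokines (median −0.31, adjusted p = 0.0102) and the immediate early genes (median −0.29, adjusted p = 0.000294), with a fall of Klf4, and higher were the glucocorticoid response (adjusted p = 0.00256), with a rise of Il1r2 from 59.8 to 206 CPM, and the unfolded protein response (adjusted p = 0.00279). With an estimated correlation the adjusted p of these was 0.298 for each but the immediate early list, with 0.532, and by fry the lists of this cluster had adjusted p of 0.0983 or more. edgeR called 162 of 9341 genes, 95 higher and 67 lower, with 67 without control replicate 1, 465 without TRPV1 replicate 1 and 411 without TRPV1 replicate 2.

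In cluster 7, led by Ccl22, Ccl17 and Ccr7, edgeR called few genes with all mice included, heat shock genes among them. Hspb1 rose by 5.99, Prxl2a 48.6-fold, Hspd1 by 3.71, Hsph1 by 3.23 and Hspe1 by 2.70 on the log2 scale, and Cxcl3 from 48.6 to 218 CPM. edgeR called 11 of 7609 genes, 10 higher, where DESeq2 called 73 (61.6% of them higher against 90.9%), and 22, 223 and 124 were called without control replicate 2, TRPV1 replicate 1 and TRPV1 replicate 2. As lists the immediate early genes were lower (median −0.45, adjusted p = 1.0e-07), as were the clearance genes (adjusted p = 0.0375), and the ligands of the study (6 of 9 positive, adjusted p = 0.00852), the chemokines (adjusted p = 0.0299) and the unfolded protein response (adjusted p = 0.0182) were higher, all with adjusted p = 0.355 with an estimated correlation and 0.0928 or more by fry. Ccl2 had a log2 fold change of 1.45 (adjusted p = 0.0592) and Cxcl2 of 1.05.

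In Langerhans-like cells, the dendritic cells of the epidermis, the signalling adaptor Elmo1 fell from 1786 ± 78.7 to 733 ± 32.0 CPM, the calcium channel Cacna1e from 1068 to 338, S100a4 from 2721 to 1106, Exoc4 from 363 to 130.5 and the kinase Yes1 from 141 to 41.7. Elmo1, Cacna1e and Exoc4 are long genes, and whether their falls go beyond the lower level of long genes was not tested. Hspa1b rose from 161 to 1791 CPM, Hsph1 from 41.9 to 447, Mt1 from 131 to 937, Tmtc2 from 12.1 to 90.5, and Syne1 was 16.7 times higher (counting interval 5.32 to 84.4). The glucocorticoid-induced gene Tsc22d3 rose from 67.0 to 249 CPM, and its list was higher (adjusted p = 0.0384; adjusted p = 0.552 with an estimated correlation), while the clearance list was lower (adjusted p = 0.0253; adjusted p = 0.552 with an estimated correlation), with 0.0668 and 0.403 by fry. edgeR called 32 of 5821 genes, 21 higher and 11 lower, with 72 and 82 without control replicates 1 and 2 and 0 without TRPV1 replicate 1 or 2 (714 and 622 at an unadjusted p under 0.05). DESeq2 called 89, and Tmtc2 turned to −0.01 with the looser cell filter and −0.42 at resolution 0.4.

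In cDC1-like cells Il1b fell from 380 to 111 CPM, and genes of the NF-kB and TNF list were lower (16 of 20 negative, median −0.89, adjusted p = 7.8e-09; adjusted p = 0.70 with an estimated correlation), as were immediate early genes (median −0.62, adjusted p = 2.5e-05; adjusted p = 0.70 with an estimated correlation), with 0.424 by fry for each. Mab21l3 fell by 3.29, Inpp4b by 2.88, the B cell and myeloid receptor Cd180 by 2.49 and Prdm10 by 2.27 on the log2 scale. Prxl2a rose 21.1-fold, the transporter Slc18a1 17.4-fold and Emb 13.5-fold (17.2 and 166 CPM in TRPV1 replicates 1 and 2, with a log2 fold change of 1.55 and adjusted p = 0.763 without TRPV1 replicate 2), the vitamin D receptor Vdr was 39.8 times higher (counting interval 6.61 to 1623), and Plet1, with no UMI in control mice, was at least 10.2-fold higher. edgeR called 28 of 5511 genes, 19 higher and 9 lower, with 1 left after thinning to 2000 UMIs and 70, 50 and 52 without control replicate 2, TRPV1 replicate 1 and TRPV1 replicate 2. DESeq2 called 34 (47.1% of them higher against 67.9%).

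The αβ T-like and epidermal γδ T-like classes held the largest counts of called genes. They also held the most cells, so smaller changes could pass the test there. On simulated counts the test recovered 33.3% of 1.5-fold changes in αβ T-like and 4.76% in macrophage-like cells. In αβ T-like cells edgeR called 769 of 9303 genes, 439 higher and 330 lower, and in epidermal γδ T-like cells 1157 of 10702, 640 higher and 517 lower, with 337 called in both, of which 328 changed the same way. Both classes come from the same 4 mice and the same 2 lanes. The αβ T-like class pools 3 clusters in a mix that differed between the groups: cluster 2, with Cd8a and Cd8b1 among its leading genes, held 114 of 333 and 96 of 340 of its cells in the control mice and 428 of 828 and 149 of 328 in the TRPV1 activated mice. In αβ T-like cells the inhibitor Nfkbia rose from 173 to 373 CPM, Jun from 13.6 to 29.8, Tsc22d3 from 134 to 274 and the glycolytic enzymes Hk2 from 25.7 to 53.2 and Gapdh from 660.3 to 990.2. As lists the glycolysis genes were higher (5 of 11 rose, camera adjusted p = 0.000572, fry adjusted p = 0.0254; adjusted p = 0.534 with an estimated correlation), as were the glucocorticoid response (adjusted p = 0.0176), the immediate early genes (adjusted p = 0.0176) and the NF-kB and TNF response (adjusted p = 0.0483), each with adjusted p = 0.769 with an estimated correlation and 0.202 or more by fry. Prxl2a rose from 21.4 to 259 CPM, Hspb1 from 2.65 to 40.8 and Hspa1a 12.5-fold, Chrm3 was 26.5 times higher (counting interval 4.53 to 1070) and Frmd5 12.98 times (3.40 to 110). Whether transcripts of the designer receptor were counted as Chrm3 was not tested. The antiviral gene Oas3 fell from 15.2 to 3.15 CPM, Epha3 by 2.43 and Osgepl1 by 2.03 on the log2 scale, and Olfm3 was 42.5 times lower (6.93 to 1749), but had a log2 fold change of 0.19 with HTODemux assignment. Jchain, an immunoglobulin component, fell by 9.22 on the log2 scale, but 2223 of its 2243 control UMIs lay in 1 cell. Markers of other cells moved in this class too: those of epidermal γδ T cells had a median log2 fold change of 0.55, with 2 of 7 called higher, 1 of 3 keratinocyte markers was called higher, and 2 of 10 αβ T cell markers were called lower (median −0.18). The count was 354 without control replicate 1 and 470 after thinning, and effector products as a list were not called (median 0.27, adjusted p = 0.574), while antigen presentation passed by fry alone (0.0254).

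In epidermal γδ T-like cells the dynein assembly gene Armc4 rose from 0.61 to 33.7 CPM and Wdr95 by 3.81 on the log2 scale, Acacb was 34.6 times higher (counting interval 6.00 to 1386), Fam71f1 21.9 times (3.72 to 884) and Vmn2r96 12.2 times (4.01 to 60.6). Tppp3 fell from 16.8 to 2.31 CPM, Lin9 by 2.84, Gas7 by 2.38 and Jchain, with 24 UMIs in control and 7 in TRPV1 activated mice, by 2.70 on the log2 scale. The unfolded protein response was higher (6 of 9 rose, adjusted p = 8.9e-08), with Hsp90b1 from 331 to 652 CPM, and the cAMP-CREB targets were lower (median −0.11, adjusted p = 0.0378), with Nr4a3 from 2130.0 to 1261 CPM, as were the few transcripts of the resident macrophage list (0 of 8 positive, adjusted p = 0.0378), all with adjusted p = 0.465 with an estimated correlation. By fry the adjusted p was 0.126 for the cAMP-CREB targets and 0.045 for the others. By fry alone the antigen presentation list (0.00764), genes that promote apoptosis and neuropeptide receptors (0.045 each) passed. The share of macrophage-like cells among immune cells was 7.86% in control and 4.54% in TRPV1 activated mice. Whether less free RNA from those cells lowered the resident macrophage list in epidermal γδ T-like cells was not tested. Cluster 5 held 71.0% of this class in control and cluster 0 held 61.5% in TRPV1 activated mice. With called genes kept out of the clustering the split stayed, with 72.6% against 0.60% in 1 cluster and 5.28% against 61.9% in another, and with scaling over both libraries together 1 cluster held 74.1% and 61.4%. The count was 451, 608, 725 and 610 without control replicates 1 and 2 and TRPV1 replicates 1 and 2, and 771 with DESeq2. Cluster 13 of this class was led by the stress gene Dnajb1.

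The smaller lymphoid classes gave few calls with all 4 mice. In Treg-like cells edgeR called 30 of 3503 genes, 24 higher and 6 lower, with 181 and 137 without control replicates 1 and 2, 8 with the looser filter and 5 with called genes kept out of the clustering. Hspa1a rose by 3.51, Hspa1b by 3.29, Hspb1 by 2.94 and Hsph1 by 2.58 on the log2 scale, Prxl2a was 8.66 times higher (counting interval 2.83 to 43.1), Cd44 fell from 2006 to 937 CPM, Fam219a by 3.43, Fry by 2.26, Inpp4b by 1.18 and Kcnq5 by 1.15. Fry, Inpp4b and Kcnq5 are long genes, and in Treg-like cells the longest genes were lower than the shortest, by 0.516 on the log2 scale. Whether the falls of these genes go beyond that trend was not tested. In NK-like cells edgeR called 0 of 3265 genes, with 249 at an unadjusted p under 0.05, DESeq2 called 14 and limma-voom 4, and edgeR called 38 and 71 without control replicates 1 and 2 and 51 and 49 without TRPV1 replicates 1 and 2, while the unfolded protein response list was higher (8 of 8 positive, median 0.78, camera adjusted p = 3.5e-07, fry adjusted p = 0.0033; adjusted p = 0.406 with an estimated correlation).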

Values the study reported

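Between the groups compared here the study gave ratios of cluster size from 0.44 to 2.5, and its authors did not regard this range as a large effect.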

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

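Differences between pairs of classes were tested as class by group terms in edgeR, and the tests of free RNA, handling or lane, a linked interval, and depth in cluster 9, the pair of epidermal γδ T-like and αβ T-like cells, and the demand that a list pass both camera and fry were chosen only after results had been seen.

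Between macrophage-like cells and cluster 1 edgeR called 6 of 8711 genes. The log2 change in macrophage-like cells was higher than in cluster 1 by 2.91 for Slc39a12 (adjusted p = 0.00201), by 2.69 for Pf4 (0.00347) and by 2.64 for Retnla (0.00201), and differed by −4.14 for Cd3g (0.0366) and −1.10 for Entpd1 (0.0366), which was −0.14 in macrophage-like cells and 0.94 in cluster 1. Against cluster 7 the difference was −2.09 for Ccl2 (adjusted p = 0.00707), the only gene called there, with −0.68 in macrophage-like cells and 1.45 in cluster 7. Against cluster 9 it was 3.49 for Slc39a12 (adjusted p = 0.0413), 2.70 for Hsph1 (0.0413), 1.82 for Nampt (0.0413) and 3.71 for Hspa1b (0.00262), among 14 genes called. Against Langerhans-like cells it was −2.73 for Tmtc2 (adjusted p = 0.0375), whose change in Langerhans-like cells reversed to −0.008 with the looser filter and −0.423 at resolution 0.4, and against cDC1-like cells −2.29 for Ptpn22 (0.00404).

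Against αβ T-like cells the difference was −1.09 for Ptpn22 (adjusted p = 0.0293), 2.00 for Pde4d (0.00144), −1.73 for Hspa1b (0.00216), −2.45 for Hspa1a (3.36e-06) and 3.74 for Glis3 (0.042), among 23 genes called. Against epidermal γδ T-like cells it was −1.26 for Ptpn22 (adjusted p = 0.0263), 1.92 for Tppp3 (0.0438), 3.19 for Scin (0.0124), 1.87 for Pde4d (0.00765) and −1.43 for Hspa1b (0.0255), among 24. Of that class, cluster 5 held 71.0% in control and cluster 0 held 61.5% in TRPV1 activated mice. That split was not seen with scaling over both libraries together. Between epidermal γδ T-like and αβ T-like cells 108 genes were called, with differences of −2.67 for Lin9 (adjusted p = 0.0389), 4.36 for Olfm3 (0.0162) and 3.99 for Vmn2r96 (0.0133). The fall of Olfm3 in αβ T-like cells, from 24 UMIs to 1, reversed to 0.189 with HTODemux assignment. The immediate early list differed between macrophage-like cells and cluster 9 by a median of 0.77. It was the 1 list of 139 tests that passed both camera and fry, where camera passed 26, fry 3 and camera with an estimated correlation 0.

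Heat shock genes were higher in TRPV1 activated mice in 9 of 10 classes by camera, with adjusted p = 0.244 to 0.597 with an estimated correlation. Free RNA in the droplets would add about as many UMIs to every cell, but the rise per cell was 177 UMIs in NK-like and 19.1 in epidermal γδ T-like cells, a ratio of 9.26, which argues against it as the whole cause. A trend with gene length is argued against by 9 classes whose heat shock median lay above the upper limit of random lists matched for length (1.38 against a limit of 0.321 in macrophage-like cells). With 1 lane per group, the handling or lane of the pooled library cannot be told apart from TRPV1 activation, and both stay open.

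In all 10 classes the longest 20% of genes were lower than the shortest 20% in TRPV1 activated mice, by 0.206 on the log2 scale in macrophage-like cells and 0.634 in cluster 9. In macrophage-like cells 7 of the 13 genes called lower were among the longest 20%, Pparg and Cd36 included, against 5 of the 21 called higher. In Langerhans-like cells these were 8 of 11 and 4 of 21, and in αβ T-like cells 214 of 330 and 37 of 439. In epidermal γδ T-like cells they were 278 of 517 and 87 of 640, and in cluster 9 they were 99 of 185 and 13 of 170. Among the shortest 20% lay 225 of the 439 genes called higher in αβ T-like cells, 117 of 170 in cluster 9 and 22 of 24 in Treg-like cells. Of the genes called lower, 18 of 330, 19 of 185 and 0 of 6 lay there. Whether the fall of any single long gene, or the rise of any single short gene, went beyond the trend was not tested. That holds also for the long genes Agmo and Rtn1 in cluster 1, and Inpp4b and Prdm10 in cDC1-like cells. It holds for Epha3 and Olfm3 in αβ T-like and Gas7 in epidermal γδ T-like cells as well. Median depth per cell was 1.46 times higher in TRPV1 activated mice in cluster 9, and there cells thinned to 2000 UMIs gave −0.908 (resampled interval −1.01 to −0.816) against −0.799 on the same genes, which argues against depth as the whole cause in that class. In macrophage-like cells, where depth was alike at a ratio of 1.02, thinning gave −0.327, which decides nothing on depth. Less unspliced nuclear RNA in the TRPV1 activated library stays open. By the labels spliced reads were counted, which would leave such RNA out, but whether the matrices hold unspliced reads was not tested. The nuclear RNA Malat1 was higher in 9 classes, which met the bound written for the test. That bound did not ask for a rise beyond the spread, and only the rise in αβ T-like cells was called by edgeR (adjusted p = 9.9e-05). Neat1 was lower in 7 classes and called in none by edgeR, and a response to TRPV1 activation was not tested and stays open too.

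Genes off the 18 gene lists with changes over 4-fold numbered 120, Prxl2a among them, with antigen receptor genes, histones and Jchain left out. A single linked interval carried with the transgene, as the source of most of these genes, is argued against by their pairs within 5 Mb. There were 31 such pairs, where 2000 random sets had a mean of 40.2 and an upper limit of 56. An interval that holds only a few of the genes would add few pairs, so the test cannot rule it out. Of the 120, Ift81 (chromosome 5, 122550204 to 122614518) and P2rx7 (122643911 to 122691432) lie close together, and both rose. Free RNA stays open: in the class where each gene changed most, the change in UMIs per cell exceeded 3 times that in all other cells, beyond its spread, for 34 of the 120, and lay below 1.5 times for 12. The labels give the genotype of the control mice as B6. The study describes littermates that carry the Cre driver without the receptor, and scattered differences in strain background, which were not tested, stay open, as does TRPV1 activation.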

How the results depend on the processing

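HTODemux assignment, clustering without called genes, leaving out a mouse for shares and ligands, and removal of the immunoglobulin-rich cell were chosen after results had been seen. The heat shock list in macrophage-like cells stayed past the threshold under each of 10 alternatives (adjusted p from 1.73e-29 to 9.47e-17) and without each mouse (1.08e-87 to 1.34e-07), as did the unfolded protein response list (1.68e-08 to 0.000426, and 1.49e-07 to 0.00235), all by camera with a preset correlation. With an estimated correlation both calls were lost (adjusted p = 0.459 for each), as they were by fry (0.36 and 0.2465). Of 2349 tests of 167 named genes, 1985 kept direction and side of the threshold, 289 lost and 72 gained the call, and 3 reversed. Where values below moved or reversed, the cause was not tested. Where leaving out a mouse leaves 1 in a group, that mouse is assumed to vary like the others. A fit with mice paired across groups could not be made, since the labels give no pairs.

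Counts of called genes, in place of 769 in αβ T-like, 28 in cDC1-like, 162, 11 and 355 in clusters 1, 7 and 9, 1157 in epidermal γδ T-like, 32 in Langerhans-like, 34 in macrophage-like, 0 in NK-like (249 at an unadjusted p under 0.05 by edgeR) and 30 in Treg-like cells, moved as follows. Cells thinned to 2000 UMIs gave 470 in αβ T-like, 1 in cDC1-like, 17 in cluster 7, 636 in epidermal γδ T-like, 1 in NK-like and 46 in Treg-like cells. HTODemux gave 301 in αβ T-like cells, 32 in cluster 7, 0 in cluster 9 (690 at an unadjusted p under 0.05 by edgeR) and 73 in Treg-like cells. The looser filter gave 18 in cDC1-like cells, 41 in cluster 7 and 8 in Treg-like cells. No filter on low counts gave 91 in cDC1-like cells, 689, 327 and 686 in clusters 1, 7 and 9, 332 in Langerhans-like, 228 in macrophage-like, 44 in NK-like and 49 in Treg-like cells. With called genes kept out of the clustering the counts were 95, 27 and 236 in clusters 1, 7 and 9, 18 in macrophage-like, 8 in NK-like and 5 in Treg-like cells. Resolution 0.4, at which no separate cluster 7 was left and cluster 1 was 23.4% of control immune cells in place of 16.7%, gave 266 in cluster 1 and 9 in Langerhans-like cells, and resolution 1.6 gave 86 in cluster 1, 18 in macrophage-like and 5 in NK-like cells. Scaling over both libraries together gave 61 in cluster 7 and 17 in macrophage-like cells. DESeq2 gave 73 in cluster 7, 771 in epidermal γδ T-like, 89 in Langerhans-like, 14 in NK-like and 54 in Treg-like cells, and limma-voom 17 in macrophage-like, 4 in NK-like and 48 in Treg-like cells. Without the immunoglobulin-rich cell αβ T-like cells gave 777.

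Adjusted p of lists in macrophage-like cells moved across the threshold for glucocorticoid response with thinned cells (0.232), for interferon response with thinned cells (0.0625), the looser filter (0.96), resolution 1.6 (0.616) and Scrublet calls left out (0.717), for genes promoting apoptosis with HTODemux (0.0226) and Scrublet calls left out (0.0487), for apoptotic cell clearance with called genes kept out (0.0733), resolution 0.4 (0.0526) and joint scaling (0.188), for immediate early genes with called genes kept out (0.155), resolutions 0.4 (0.0864) and 1.6 (0.17) and joint scaling (0.308), for chemokines with HTODemux (0.00321) and no filter on low counts (0.00388), and for the NF-kB and TNF list with called genes kept out (0.0448). With HTODemux the log2 ratios of shares were −0.338 in αβ T-like and −0.422 in NK-like cells, both reversed, 0.869 in epidermal γδ T-like, −0.535 in macrophage-like and 0.058 in Treg-like cells. In αβ T-like, NK-like and Treg-like cells the mice of the groups overlapped with HTODemux. The macrophage-like ratio was −0.965 with called genes kept out and −1.001 with joint scaling. Olfm3 in αβ T-like cells reversed to 0.189 with HTODemux, and Tmtc2 in Langerhans-like cells to −0.008 with the looser filter and −0.423 at resolution 0.4.

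Without each mouse in turn the counts ran from 354 to 874 in αβ T-like, 39 to 70 in cDC1-like, 67 to 465, 14 to 223 and 316 to 562 in clusters 1, 7 and 9, 451 to 725 in epidermal γδ T-like, 0 to 82 in Langerhans-like (714 and 622 at an unadjusted p under 0.05 by edgeR where 0), 24 to 203 in macrophage-like, 38 to 71 in NK-like and 25 to 181 in Treg-like cells. List values ran from 0.018 to 0.615 for heat shock in cluster 9, and in macrophage-like cells from 0.00758 to 0.304 for immediate early genes, 2.91e-08 to 0.461 for interferon response and 2.27e-05 to 0.901 for chemokines. Depth and cell number limit small changes: on simulated counts the test recovered 9.38% of 2-fold and 79.2% of 4-fold changes in NK-like cells, against 75% and 91.4% in αβ T-like cells.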

Other observations

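All values here were chosen after results had been seen. Fth1, the heavy chain of ferritin, rose in 8 of 10 classes by edgeR, with log2 fold changes from −0.09 to 1.55 over all 10, Ftl1, its light chain, rose in 5, and Mt1, a metallothionein, rose in 7 of 9. In macrophage-like cells Fth1 rose by 0.84 on the log2 scale (adjusted p = 0.0248) and Hmox1, which releases iron from heme, from 1667 to 3343 (0.0328). Ramp3, which modifies receptors for peptides of the calcitonin family, rose in 4 of 10 classes, with log2 fold changes of 0.65 in αβ T-like and 0.66 in epidermal γδ T-like cells, 1.31 in cluster 1 and 1.14 in cluster 9.

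Prxl2a rose in 9 of the 9 classes where it was tested, with log2 fold changes from 2.60 to 6.61. Exoc4 fell in 5 of 10 classes, and Dock2, Elmo1, Slc9a9 and Tbc1d5 in 4 each. Exoc4, Dock2, Elmo1 and Slc9a9 are long genes. Whether their falls, or that of Tbc1d5, go beyond the lower level of long genes was not tested. Of 1869 genes called in any class, 472 were called in at least 2 classes and 19 in at least 5. The muscarinic receptor Chrm3 rose in 2 of the 3 classes where it was tested, αβ T-like and epidermal γδ T-like cells (by 2.42 on the log2 scale in the latter, with 4 and 42 UMIs), and had a log2 fold change of −0.74 in cDC1-like cells (adjusted p = 0.589). The name that the study gives for the designer receptor strain includes CHRM3, and only the TRPV1 activated mice carry that receptor. Whether its transcripts were counted as Chrm3 was not tested. The immunoglobulin genes Igha and Igkc fell in 5 and 4 of the 7 classes where each was tested, and cluster 19 was 0.926% of immune cells in control and 0.171% in TRPV1 activated mice. In αβ T-like cells 6067 of the 6151 control UMIs of Igha, and 12415 of the 12554 of Igkc, lay in 1 cell.

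Over the 20 clusters of immune cells the ratio of shares between the groups ran from 0.0107 in cluster 5 to 16.1 in cluster 0, both epidermal γδ T-like. That range is wider than the one quoted from the study above. The study formed its own clusters after an anchoring step, so the ranges cover different clusters. With scaling over both libraries together 17 clusters ran from 0.43 to 2.86, and over the 10 named or numbered classes of the main clustering the ratio ran from 0.446 in cluster 1 to 1.65 in Treg-like cells.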
